A study of Mus musculus with 10 samples.

How the data were processed

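The series holds 10 samples of the mouse embryonic stem cell line E14 in 6 groups. R-loops, structures in which an RNA strand pairs with one strand of DNA and leaves the other strand unpaired, were mapped by MapR (2 samples), in which an RNase H domain fused to micrococcal nuclease releases them, and by BisMapR (2 samples), which adds a bisulfite step to keep the strand. The remaining R-loop groups were a BisMapR control with RNase A (1 sample), a MapR control with the nuclease alone (1 sample) and a MapR group labelled NBSS (1 sample). The RNA-seq group had 3 replicates. The 7 R-loop samples were not analysed here, so every result below comes from the 3 RNA-seq replicates and no difference between groups was tested. Samples were grouped and numbered from their titles.

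Per the labels' protocols, cells were grown in serum with LIF and inhibitors of GSK and MEK. Total RNA was taken with Trizol, treated with DNase, depleted of ribosomal RNA and made into directional libraries. The column names of the tables are those of the gene-level output of RSEM, an estimator that divides a read matching several genes among them. The version, aligner, genome build, annotation release and strand setting are not stated. Per the file headers, each of the 55487 genes has an estimated count (expected count) that the authors deposited without normalization. The authors deposited TPM in the same table, a transcript abundance scaled by effective length and then to the same total in every library. The authors also deposited FPKM, which was not used. Effective length, per the file headers, is given beside length. The 2 differed by 137.1, 147.3 and 132.8 nt in replicates 1, 2 and 3 for long genes. Gene length below is the deposited length averaged over the 3 replicates, since it can differ between replicates for a gene. The design fixed beforehand assumed that TPM would be computed from counts and lengths. The deposited TPM was used in its place, and recomputed values differed from it by at most 0.493% among genes with TPM above 1 and effective length of at least 100 nt.

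Gene names, types, strands and coordinates came from GENCODE vM21 (GRCm38), matched by Ensembl gene ID. Of the 55487 IDs, 55227 matched and 260 did not, and the unmatched genes held 0.02% of counts. Coordinates are those of GRCm38 in that annotation and were not checked against the build the authors used. GC content was taken from the longest annotated transcript and was present for 55141 genes.

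Library totals were 11420425, 6467405 and 5787357 estimated counts in replicates 1, 2 and 3. A floor of 3 counts corresponds to 0.263, 0.464 and 0.518 CPM, a count scaled to the library total without regard to length. Floors and binomial intervals (Wilson, 95%) cover counting error only, since PCR copies are not independent molecules. Estimated counts were rounded to whole numbers for edgeR 4.0.16 in R 4.3.3. The biological coefficient of variation (BCV) is the square root of the common dispersion from estimateDisp with an intercept-only design, TMM normalization and the filterByExpr filter. Genes varying beyond the trend were those whose deviance under the trended dispersion exceeded a chi-square expectation in edgeR's goodness-of-fit test at a Benjamini-Hochberg adjusted p-value under 0.05. Other steps used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

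Expression values were log2(TPM + 1). Marker lists (10 lists, 119 genes, all matched) were fixed before the data were examined, as were the tests, the alternatives and the rule for naming genes. That rule allows the listed genes, the 10 genes with the highest mean TPM, the 10 with the smallest adjusted p in the variability test and the 5 head-to-head pairs with the highest TPM of the lower member; any other gene named was chosen after its values were seen. Random lists were drawn from all genes for differences between lists, and from genes with a mean TPM of at least 1 for the R-loop list. List statistics were set against 10000 random lists of the same size, with the 2.5 and 97.5 percentiles as thresholds. These percentiles describe the libraries, since genes are not replicates. Head-to-head pairs were genes on opposite strands with starts within 1000 bp, each gene used once, whether or not the gene bodies overlapped. Pair correlations were tested by permuting the pairings (100000 permutations, two-sided; 10000 for pairs in other orientations), and 15 such correlations were adjusted together by the Benjamini-Hochberg method.

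Alternatives changed the normalization (DESeq2 1.42.0 size factors), filters, pseudocount, length scaling, statistic, distance limit, dispersion and replicates used. Further alternatives were chosen after seeing the data: leaving genes of effective length under 100 nt out, protein-coding genes alone, other pools of random genes, and smooth corrections for gene length or GC content. The variability test, the list test and the pair correlation were tested on simulated data. Of 50 genes changed in 1 replicate at each fold, the variability test recovered 6 at 2-fold, 41 at 4-fold, 43 at 8-fold and 34 at 16-fold, with 0 false calls among 12295 genes tested. Of the 16-fold genes, 34 passed the filter. In that simulation the median of the simulated trend was a BCV of 0.161 and the estimated common BCV was 0.202, and the source of this difference was not tested. In counts simulated without changed genes at a BCV of 0.16, the estimate was 0.1596 and 0 of 12306 genes were called. The list test called 4 of 100 random lists and 100 of 100 lists shifted by 3 on the log2 scale. That shift is larger than the one observed for the R-loop list, 3.90 against a random median of 2.71. Smaller shifts and differences between lists were not simulated. A simulated pair correlation of 0.3 was recovered as 0.311.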

Results

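The RNA-seq arm measured gene expression in unperturbed E14 cells, a mouse embryonic stem cell line, in 3 replicates. The libraries held 11420425, 6467405 and 5787357 estimated counts in replicates 1, 2 and 3, with counts in 21899, 20702 and 20073 genes. The R-loop maps of the series (MapR and BisMapR) were not analysed here. The comparisons below are therefore between genes and gene lists within these libraries, with the spread over the 3 replicates as the error.

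The first question was which genes were expressed. A mean TPM of at least 1 was reached by 11000 of 55487 genes, and by 11452, 10888 and 10237 genes in the single replicates. They included 9683 protein-coding genes, 44.1% of the 21974 annotated. A further 13350 genes had counts but a mean TPM under 1, and 31137 had no counts in any replicate, which at this depth does not show absence. The alternative that moved the number most was CPM of at least 1 without length scaling, at 14298 genes.

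The composition of the libraries depended on the unit. Protein-coding genes of the nuclear chromosomes held 73.1% ± 3.71 (SD, n = 3) of estimated counts but 16.8% ± 2.39 (SD, n = 3) of TPM. The 7507 genes of effective length under 100 nt held 5.71% ± 1.13 (SD, n = 3) of counts and 63.3% ± 2.78 (SD, n = 3) of TPM. Genes for snRNA held 3.43% ± 0.92 (SD, n = 3) of counts and 30.4% ± 2.45 (SD, n = 3) of TPM. Mitochondrial genes held 7.09% ± 0.63 (SD, n = 3) of counts, and annotated rRNA genes 0.03% ± 0.02 (SD, n = 3). Leaving genes of effective length under 100 nt out of the denominator raised log2 TPM of the other genes by 1.33, 1.55 and 1.47 in replicates 1, 2 and 3.

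**Figure D1:**
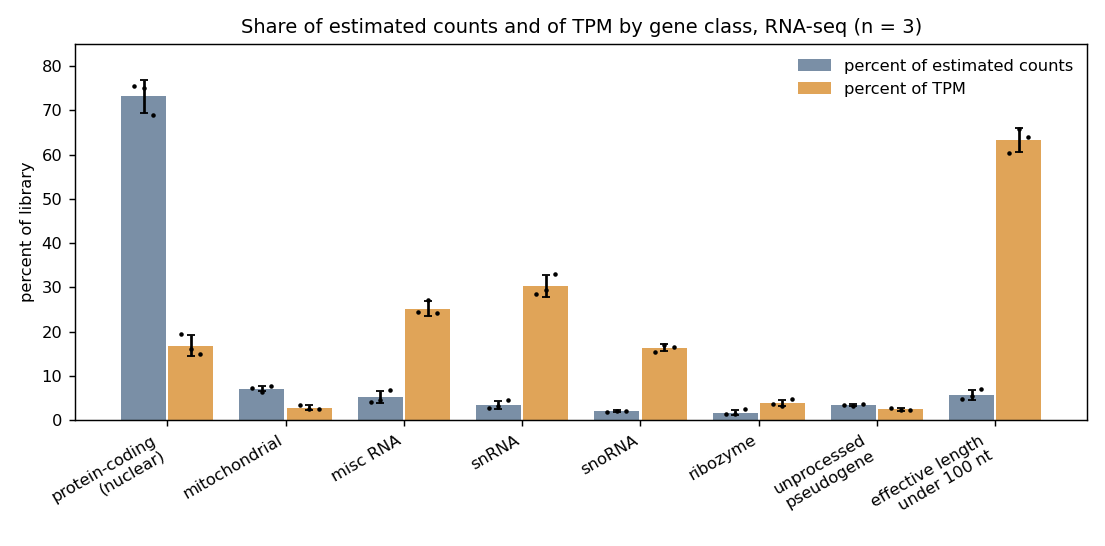
Bars give the mean percent of estimated counts and of TPM held by each gene class, error bars the SD and points the 3 replicates; the last class overlaps the others. Nuclear protein-coding genes fall from 73.1% of counts to 16.8% of TPM, while genes of effective length under 100 nt rise from 5.71% to 63.3%.

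The 10 genes with the highest mean TPM were all noncoding RNAs of at most 331 nt. Rny3 (ENSMUSG00000064945, chromosome 6, 47781624 to 47781725), a Y RNA gene of 102 nt, was highest at 110975 ± 21551 TPM (SD, n = 3), although it ranked 99 by mean count. Its effective length was 2.79, 1.8 and 3.92 nt in replicates 1, 2 and 3. Rny3 CPM was 684.7, 714.5 and 1211 in that order, and its TPM was 103402, 135291 and 94232, so the replicate with the highest CPM had the lowest TPM. Rn7sk (ENSMUSG00000065037, chromosome 9, 78175303 to 78175633), the 7SK RNA gene, had 60265 ± 6839 TPM (SD, n = 3) and ranked 2 by count. The others were Gm23971, Rny1, Gm24265, Rn7s2, Gm22317, Gm25679, Rmrp and Gm24407. Gm22317 and Gm25679 had identical estimated counts in every replicate, so their values are uncertain as those of near-identical copies.

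The 100 genes with the highest mean counts held 31.5% ± 3.5 (SD, n = 3) of all estimated counts. The share was 29.3% in replicate 1 (Wilson 95% interval 29.31 to 29.36), 29.7% in replicate 2 (29.7 to 29.77) and 35.5% in replicate 3 (35.49 to 35.57). The same 100 genes held 64.5% ± 1.03 (SD, n = 3) of TPM, and the 100 genes with the highest mean TPM held 79.7% of it.

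Replicate error was measured next. The BCV over 12577 genes was 0.162. Leaving out replicate 3 gave a BCV of 0.0906, and leaving out replicate 2 gave 0.206. The median absolute log2 difference in CPM was 0.14 between replicates 1 and 2, 0.26 between 1 and 3 and 0.23 between 2 and 3. Every pair differed by more than counting noise, with chi-square per degree of freedom of 6.64, 29.2 and 20.4 in the same order. No pair therefore looked like copies of one library, and the 3 were counted as replicates because the labels give them as such.

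The deviation of each replicate from the gene's mean followed gene length. Across 8301 genes with a mean of at least 100 counts, Spearman's rho of the deviation with length was 0.461 in replicate 1, 0.225 in replicate 2 and -0.468 in replicate 3; genes are not independent replicates, and the deviations of a gene are centred, so the replicates' trends are not independent of each other. The median deviation of replicate 3 was 0.24 (log2) in the decile of shortest genes and -0.15 in the decile of longest genes. With GC content, rho lay between -0.072 and 0.107.

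**Figure D2:**
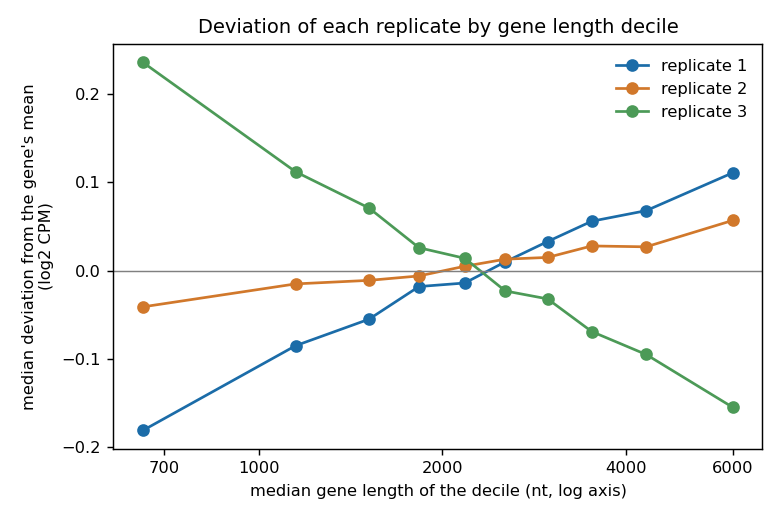
Points give, for deciles of gene length (x axis, nt, log scale), the median log2 CPM deviation of each replicate from the gene's mean over the 3 replicates (y axis), for 8301 genes. Replicate 3 falls from 0.24 to -0.15 with length, while replicate 1 rises from -0.18 to 0.11.

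Of 12577 genes tested, 232 varied between replicates by more than genes of similar abundance (edgeR goodness-of-fit test, Benjamini-Hochberg adjusted p under 0.05). At an unadjusted p under 0.05 there were 875, where 629 would be reached by chance. Replicate 3 was farthest from the gene's mean in 82 genes where it was higher and 91 where it was lower. By type, 123 were protein-coding, 36 snoRNA, 34 processed pseudogenes and 19 snRNA. Genes under 300 nt made up 61 of the 232 varying genes and 189 of those tested. The smallest adjusted p-value, 2.92e-18 by edgeR, was that of the snRNA gene Rnu1b6 (ENSMUSG00000065773, chromosome 3, 96460024 to 96460189), with 9.55, 91.5 and 105.1 TMM-scaled CPM in replicates 1, 2 and 3. Gm26444, Gm23804, Rnu1a1, Gm22068 and Gm22634 had identical counts (1356, 332 and 1750) and are uncertain as near-identical copies. The other genes among the 10 with the smallest adjusted p were Gm22614, a lincRNA record named Rmrp that overlaps the ribozyme gene, Gm10359 and Hist1h2aj.

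The next comparison asked whether the libraries carried the expression expected from the stated cell type. The median of 12 pluripotency genes exceeded that of 16 lineage genes by 4.98 ± 0.20 (SD, n = 3) in log2(TPM + 1), and 0 of 10000 pairs of random lists gave a difference as large. The random lists came from all 55487 genes, of which 31137 had no counts, and the central 95% of differences ran from -0.26 to 0.49. An expressed list set against a mostly silent one could pass whatever its genes, so the percentile is not specific to pluripotency. All 12 pluripotency genes lay above every lineage gene in each replicate. Nanog (ENSMUSG00000012396, chromosome 6, 122707489 to 122714633) had 183 ± 29.9 TPM (SD, n = 3), Pou5f1 (ENSMUSG00000024406, chromosome 17, 35506018 to 35510772) 149 ± 21.7 TPM (SD, n = 3), and Sox2 (ENSMUSG00000074637, chromosome 3, 34650405 to 34652461) 32.9 ± 7.08 TPM (SD, n = 3). By deposited TPM, no lineage gene reached a mean of 1. The highest was Eomes at 0.953 ± 0.106 TPM (SD, n = 3), and 7 of the 16 were at or below 3 counts in every replicate. This limit depends on the denominator. Leaving out genes of effective length under 100 nt raised log2 TPM of other genes by 1.33, 1.55 and 1.47 in replicates 1, 2 and 3. On that scale Eomes would exceed 1, so the limit does not show absence. A pseudocount of 0.1 moved the difference most, to 7.71.

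Cells grown with LIF and kinase inhibitors are usually classed as naive, and the corresponding comparison set 12 naive against 10 primed genes. The difference of medians was 3.86 ± 0.20 (SD, n = 3) in log2(TPM + 1), with 0 of 10000 random pairs as large. Those pairs also came from all genes, with random differences mostly between -0.66 and 0.5, so the percentile is not specific to the naive state. Of the 12 naive genes, 10 lay above every primed gene in each replicate. Esrrb had 50.2 ± 12.97 TPM (SD, n = 3) and Zfp42 68.8 ± 2.39 TPM (SD, n = 3). Dppa3 was the naive gene under a mean TPM of 1, at 0.47 ± 0.062 TPM (SD, n = 3), from 8, 7 and 6 counts. With short genes left out of the denominator it too would exceed 1. Of the 10 primed genes, 5 reached a mean TPM of 1. Among them, Dnmt3b was highest at 3.30 ± 0.51 TPM (SD, n = 3). The primed genes Fgf5 and Cer1 had 0 counts in every replicate, below the floor of 3 counts.

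**Figure D3:**
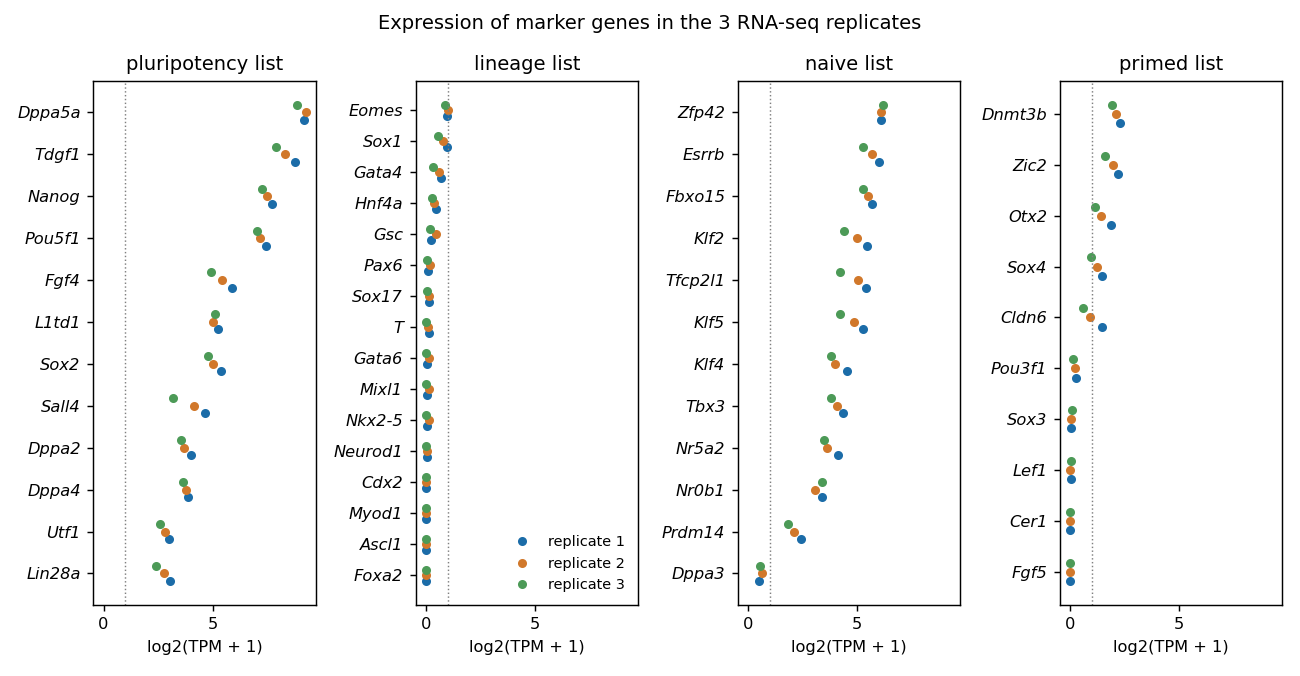
Points give log2(TPM + 1) of each marker gene in the 3 replicates, by list, and the dotted line marks TPM 1. All 12 pluripotency genes lie above every lineage gene, while Dppa3 is the naive gene left of the line.

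The series maps R-loops, so genes whose products resolve or regulate them were listed. All 24 had a mean TPM of at least 1. Their median log2(TPM + 1) was 3.90 ± 0.29 (SD, n = 3), at the 99.84 percentile of random lists of expressed genes, the central 95% of whose medians ran from 2.06 to 3.46. Rnaseh1 (ENSMUSG00000020630, chromosome 12, 28649602 to 28659589) was lowest at 2.11 ± 0.409 TPM (SD, n = 3), and Ddx5 (ENSMUSG00000020719, chromosome 11, 106780355 to 106789185) highest at 91.6 ± 17.5 TPM (SD, n = 3).

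Sex-linked and imprinted genes described the line further. Xist had 2, 0 and 0 counts, at or below the floor, while the overlapping antisense gene Tsix had 4.03 ± 1.27 TPM (SD, n = 3); strand use in the counting is not stated, so both values are uncertain. The Y-linked genes Eif2s3y, Ddx3y and Uty had 18.02 ± 4.98, 7.54 ± 1.29 and 7.06 ± 0.93 TPM (SD, n = 3). The other Y-linked genes of the list were lower, Zfy1 at 1.11 ± 0.275, Kdm5d at 0.167 ± 0.055 and Usp9y at 0.04 ± 0.026 TPM (SD, n = 3). In the imprinted region of chromosome 12, Rian had 189 ± 43.3 and Meg3 31.5 ± 9.88 TPM (SD, n = 3), and Dlk1 0.25 ± 0.069 TPM (SD, n = 3).

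The dosage of the X chromosome was compared with that of autosomes. The median TPM of 365 expressed X-linked genes was 0.828 ± 0.042 (SD, n = 3) of the median of 10602 autosomal genes, at the 1.2 percentile of random autosomal lists, the central 95% of whose ratios ran from 0.861 to 1.155. The ratios of the 19 autosomes computed the same way ran from 0.801 for chromosome 12 to 1.253 for chromosome 6, so the X lay within their range. The ratio passed the percentile threshold neither with a TPM limit of 5, at 0.913, nor with CPM in place of TPM, at 0.912. The second alternative used CPM for choosing the genes as well as for their values.

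Genes transcribed in opposite directions from nearby starts were examined last, because strand-specific R-loop mapping bears on such promoters. The annotation gave 3203 head-to-head pairs with starts within 1000 bp, of which 1822 had gene bodies that did not overlap. Across pairs, Spearman's rho of mean log2(TPM + 1) was 0.298 (two-sided permutation p 1e-05, the smallest 100000 permutations can give; adjusted p 1.67e-05); genes are not independent replicates. Both genes reached a mean TPM of 1 in 751 pairs, where 629 would under independence. Among those 751, rho was 0.076 (permutation p 0.0375; adjusted p 0.0402). Tandem neighbours had a rho of 0.389 over 2121 pairs and tail-to-tail neighbours 0.394 over 1688, both above the head-to-head value. Their distance was measured from the end of one gene to the start of the next, or between the ends of both genes. Starts in those pairs can lie farther apart, so they are not matched to head-to-head pairs on distance between starts. With both genes at a mean TPM of 1, rho was 0.331 over 275 tandem pairs and 0.031 over 434 tail-to-tail pairs (permutation p 0.513), the second of these below the head-to-head value. Differences between orientations were not tested.

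Genes in head-to-head pairs exceeded all other genes by 0.54 ± 0.10 (SD, n = 3) in median log2(TPM + 1), beyond every one of 10000 random splits. The median of the other genes was 0 TPM. The difference depended on the setting, from 0.22 among expressed genes to 2.45 with a pseudocount of 0.1, and was 1.90 ± 0.17 (SD, n = 3) among protein-coding genes, an alternative chosen after seeing the data. Among expressed genes alone the difference was 0.22 ± 0.01 (SD, n = 3). A mean TPM of at least 1 was reached by 44.3% of head-to-head genes and 16.7% of other genes. The pair with the highest TPM of its lower member was Rn7s1 and Rps29 on chromosome 12, with starts 109 bp apart, at 3891 ± 1574 and 449.6 ± 38.4 TPM (SD, n = 3). It was followed by Hist1h2bk with Hist1h2ah, Ndufa7 with Rps28, Snhg1 with Slc3a2 and Cbx3 with Hnrnpa2b1. Rn7s1 and Hist1h2ah were among the 232 genes varying between replicates, and Rn7s1 had fractional counts, so their values are uncertain.

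**Figure D4:**
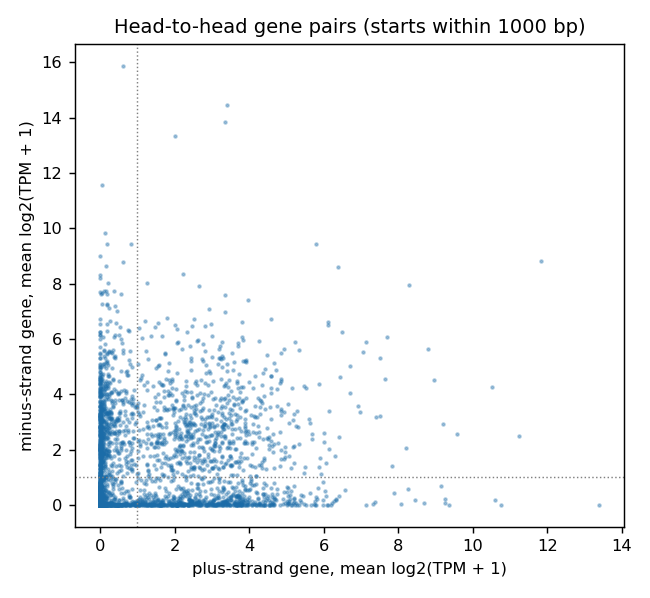
Each point is one of 3203 head-to-head pairs, with mean log2(TPM + 1) of the plus-strand gene on the x axis and of the minus-strand gene on the y axis; dotted lines mark TPM 1. Pairs lie along both axes where a single member is expressed, and both members reach TPM 1 in 751 pairs.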

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

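The test in this part was chosen before its result was seen. A gene whose effective length is listed as 0 in a replicate has a TPM of 0 there whatever its counts. Such genes held 1157.1, 502.1 and 941.4 estimated counts in replicates 1, 2 and 3, summed over 39, 42 and 30 genes. These counts add nothing to the TPM of the replicate concerned. Over the 3 replicates, 78 genes had counts in some replicate and an effective length of 0 in some replicate, the longest of 93 nt. Among genes chosen after their values were seen, mt-Tm had 340, 125 and 427 counts and Snord100 had 128.8, 57.9 and 172.8 counts, each above the floor of 3 counts with TPM listed at 0. Snord32a, also chosen after its values were seen, had an effective length of 0 in replicates 1 and 2 and of 1.12 nt in replicate 3, where its TPM was 12511, so it does enter means over replicates.

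Reads from a longer gene that overlaps the short gene on the same strand are a candidate explanation. Of the 78 genes, 66 were overlapped by a longer gene with a mean TPM of at least 1, and they held 52.5% of the counts. The remaining counts, those of mt-Tm among them, lay in genes without such an overlap, which this explanation does not cover. Small nucleolar RNA genes normally lie inside other genes, so the share of 52.5% cannot separate reads of the host from reads of the small RNA. The authors' scaling by effective length accounts for the 0 in TPM by its definition and says nothing about where the reads came from. The design gives no group to compare, so no biological explanation was tested.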

How the results depend on the processing

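The 10 results were recomputed under 86 alternatives, 68 of them planned before the data were examined and 18 chosen after seeing the data. None reversed. By the thresholds set, 78 alternatives stayed on the same side or within the allowed spread and 6 moved the value. Under the other 2, both of the X to autosome ratio, the result no longer passed. Tested results had to keep only their direction and side of the threshold, so a head-to-head rho of 0.076 against 0.298 counted as the same. Counts of genes could change 1.5-fold, so 14298 expressed genes against 11000 did as well. The tally therefore does not show that values were stable in size. A random pool drawn another way changes a percentile but cannot change the value it describes, so those alternatives bear on the percentile alone.

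The X to autosome ratio rose to 0.913 with genes of mean TPM of at least 5 (percentile 7.06). With CPM it rose to 0.912 (percentile 23.09), and in neither case was it still past the threshold. Both alternatives changed the set of genes, the second along with the unit, and the cause was not tested. Without a filter, among genes with any count, the ratio fell to 0.717 (percentile 0.68). Its percentile was 0.8 with protein-coding genes alone and 1.47 with short genes left out of the denominator. The share of counts in the top 100 genes became 79.7% with genes ranked and summed by TPM and 27.2% without mitochondrial genes.

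The BCV ran from 0.0906 to 0.206 across the 3 fits that each left out one replicate, lowest without replicate 3. The spread allowed for it was the SD of those same fits, 0.0598, so its other alternatives had little room to count as moved. They gave 0.138 after a length correction, 0.176 without a filter and 0.162 with DESeq2 size factors. The number of varying genes was from 63 to 93 across the fits that each left out one replicate, where a gene has fewer values to vary. It was 187 after the length correction, 240 after the GC correction and 289 without a filter. With DESeq2 size factors, 231 of the 232 genes were shared.

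The difference between pluripotency and lineage lists ran from 4.87 to 7.71 over its alternatives and that between naive and primed lists from 3.35 to 5.55. The difference between head-to-head and other genes, 0.54, became 2.45 with a pseudocount of 0.1, 1.56 with CPM, 0.829 with a shorter limit on the distance between starts and 0.22 among expressed genes. Of the alternatives chosen after seeing the data, protein-coding genes alone gave 1.90 and short genes left out of the denominator 1.15. It kept its direction and stayed past the threshold in each. The head-to-head rho was lowest, 0.076, with both genes expressed. Depth limits the low end: a floor of 3 counts is 0.518 CPM in replicate 3, so genes under the floor cannot be ordered.

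No paired analysis was possible because tables of 1 group alone were analysed, so replicate numbers shared with other groups pair nothing here.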

Other observations

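The tests in this part on sequencing depth, mitochondrial words, fractional counts and length-matched X lists were chosen before their results were seen, and the others only after. The design gives no group to compare, so no biological explanation was tested for any pattern here.

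Replicate 3 stood apart from replicates 1 and 2. Gene length bias is a candidate explanation: among protein-coding genes, rho of its deviation with length was -0.444, against -0.095 with GC content. In replicates 1 and 2 rho with length was 0.446 and 0.214; the deviations of a gene are centred, so these opposite signs follow in part from replicate 3. A correction for length lowered the BCV from 0.162 to 0.138, so length may account for part of the difference. The fit without replicate 3 gave 0.0906. That fit used fewer replicates and no length correction, so it cannot show whether length accounts for all. Of the 232 varying genes, 146 still varied after the correction. The 232 include genes where replicate 1 or 2 was farthest from the mean, so this count does not single out replicate 3. Depth was tested by thinning all replicates to the smallest total, which left the BCV at 0.163. The BCV is estimated apart from counting noise, so thinning could change it little and cannot decide the role of depth. Leaving out genes of effective length under 100 nt gave a BCV of 0.152. RNA integrity and library preparation were not tested.

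The rank of Rny3 may follow from its effective length of a few bases. With deposited length, averaged over the 3 replicates, in place of effective length, Rny3 ranked 21 by TPM, which is below the 10 highest. The ratio of its TPM in replicate 2 to that in replicate 3 was then 0.719, against 1.44 as deposited and 0.59 by CPM. The averaged length is by construction the same in every replicate, so this ratio restates CPM and is no independent test. By the definition of TPM, the order as deposited follows from effective lengths of 1.8 nt in replicate 2 and 3.92 nt in replicate 3. Genes of effective length under 100 nt then held 29.1% ± 2.5 (SD, n = 3) of TPM.

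Of the 10 genes with the most counts, 3 were pseudogenes close together on chromosome 1, chosen here after their values were seen: Gm28437 (24613189 to 24613971), Gm28661 (24614885 to 24615565) and Gm10925 (24613974 to 24614651). All of their 31-base words, 100%, also occur in annotated mitochondrial transcripts, so reads shared with mitochondrial genes are a candidate source. Pseudogenes of this kind (7 with a mean of at least 10 counts) held 3.35% ± 0.21 (SD, n = 3) of counts. Added to the mitochondrial genes they made 10.4% ± 0.8 (SD, n = 3).

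Reads divided among near-identical copies may contribute to the genes varying beyond the trend. A fractional estimated count, which marks shared reads, occurred in 58.2% of the varying genes and 19.2% of all genes tested, a ratio of 3.03. The other 97 of the 232 varying genes had whole counts, which does not exclude shared reads, since an estimator can give all of them to one copy.

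The head-to-head correlation of 0.298 may be a property of close neighbours in general, since tandem pairs reached 0.389. Tandem pairs were limited by the distance from end to start, not between starts, so they are no matched control. With both genes expressed, however, tandem pairs had 0.331, head-to-head pairs 0.076 and tail-to-tail pairs 0.031, and differences between orientations were not tested. A mixture of gene types may account for part of it: pairings permuted within types gave a median rho of 0.149 with 0.166 as the upper bound of their central 95%, below the observed value. Pairing anew among protein-coding genes alone, an alternative chosen after seeing the data, gave 1166 pairs with a rho of 0.153. Read-through and overlap between tandem genes were not tested.

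Matching random autosomal lists on gene length left the low X to autosome ratio past the threshold, at the 1.84 percentile. Without length scaling, by CPM, the ratio was 0.912 at the 23.09 percentile. That alternative also chose genes by CPM, so it cannot separate length scaling from the set of genes. A role of length is therefore neither shown nor excluded. One autosome, chromosome 12, lay lower, at 0.801. A dosage effect specific to the X is not shown.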
